A study of Mus musculus with 14 samples. Its data were reported in "DNA methylation at retrotransposons protects the germline by preventing NRF1-mediated activation" (2025).

How the data were processed

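The deposited tables hold RNA sequencing data of 14 libraries of mouse germ cells, sorted as spermatogonia (Spg, 3 KO and 3 WT) and spermatocytes (Spc, 4 KO and 4 WT), prepared from polyadenylated RNA with a stranded kit. The authors aligned the reads to GRCm38 with STAR and GENCODE M25 genes, kept up to 100 alignments per read and assigned them to genes and to subfamilies of transposable elements (TE) with TEtranscripts, so that the deposited values are raw counts per gene and per TE subfamily. The log2 fold changes in the same tables come from the authors' DESeq2 Wald test of KO against WT. The adjusted p-value column there was made by the authors with the Benjamini-Hochberg method over genes and TE subfamilies together. The TPM values of single TE copies were made by the authors with TElocal and, as deposited, sum to 1000000 per library over TE copies alone, without genes. Reads that align to many places are shared between the TE copies and subfamilies they match, so near-identical young copies share reads and the counts of related subfamilies are not independent. The authors' log2 fold changes and adjusted p-values were not used for any result. At an adjusted p-value under 0.01 the authors' deposited table gives 22 TE subfamilies and 591 genes for spermatogonia (19 and 144 of them higher) and 351 and 17042 for spermatocytes (165 and 7919 higher).

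The spermatogonia table had 32667 gene and 1095 TE subfamily entries and that of spermatocytes had 36888 and 1098, all of them named. GENCODE M21 on GRCm38 was used for positions and gene types and held 99.67% and 99.62% of the gene identifiers. The spermatogonia columns numbered rep4 in the tables belong to the samples titled replicate 3 and are called replicate 3 here. All 14 libraries were used, and no column was left without a sample. A further library of spermatogonia per genotype, which the authors excluded, was not analysed here, nor were raw reads. Total counts, in units of 1000000, ran from 46.7 to 49.3 in KO and 40.6 to 47.6 in WT spermatogonia, and from 44.9 to 47.2 in KO and 47.6 to 53.3 in WT spermatocytes. Shares of counts carry 95% Wilson intervals, at most 0.00823 percentage points to either side. A group with at most 3 counts in each library was treated as at the floor, and a fold against it is a lower bound computed against 3 counts. Intervals and floors cover counting error only.

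Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors over genes and TE subfamilies, quasi-likelihood fits and tests). All p-values of these fits are two-sided and Benjamini-Hochberg adjusted over all genes and TE subfamilies tested, and a feature was called at an adjusted p under 0.01. Each stage was fitted on its own. The difference of the genotype effect between stages, and KO spermatocytes against KO spermatogonia, were fitted over all 14 libraries in 4 groups, on features present in both tables. TE shares were compared by two-sided exact permutation tests, whose p is the smaller one-sided p doubled. Single copies with a mean TPM of at least 0.5 were tested with limma 3.58.1 (moderated linear model with a mean-variance trend) on log2 TPM with a pseudocount of 0.1. The scores of cell type lists are the mean log2 CPM of the list with a pseudocount of 0.5, compared by two-sided exact permutation tests. The alternatives used DESeq2 1.42.0. Tables and tests outside these fits used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and the plots matplotlib 3.10.9.

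The tests, the alternatives, the rule for named features and the lists of genes were fixed before the data were examined, apart from the alternatives stated to be chosen later. The text names (a) 13 young L1 and ERVK subfamilies from families that the study names. It names (b) in each comparison the 5 called subfamilies with the largest rise and the 5 with the largest fall. The conditions were a mean count of at least 100 and no overlap between the groups of libraries. The latter was not required for the difference between stages. Named genes are (c) 9 regulators (Dnmt3c, Dnmt1, Dnmt3a, Dnmt3b, Dnmt3l, Nrf1, Creb1, Nr0b1 and Rbpj). They are also (d) in each genotype comparison the 5 rising and the 5 falling called genes with the smallest p under the same conditions. The text further names (e) members of the cell type lists. Copies named are (f) from among the 5 in each stage with the largest rise past the threshold and no overlap. Which list members are named was chosen after their values were seen. The 87 list genes stand for spermatogonia, early meiotic, pachytene, spermatid, Sertoli, Leydig, peritubular, macrophage and erythroid cells.

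Alternatives changed 1 choice at a time: DESeq2's Wald test, DESeq2 size factors, library totals, TMM on genes alone, no filter beyond 1 count, a mean count of at least 50, an adjusted p under 0.05, a minimum log2 fold change of 1, p adjusted over TE subfamilies alone, the replicate number as a block and each library left out in turn. For copies they were pseudocounts of 1 and 0.01, mean TPM minima of 0.1 and 1, an adjusted p under 0.05, no trend, the block and each library left out. For shares they were TE counts per 100 gene counts, retrotransposons alone and each library left out. Alternatives chosen after seeing the data were spermatocyte replicates 1 and 4 summed or as 1 level of a block (averaged for shares and cell type lists), copies scaled by gene counts, edgeR on the whole reads recovered per copy from the TPM values, and library totals, a pseudocount of 1, each library left out and, in spermatogonia, exact sign-flip tests within pairs of equal replicate number for the cell type lists. Whether equal replicate numbers pair KO with WT libraries was checked by the correlation across genes of deviations from the group mean. It was 0.68, 0.18 and 0.25 for equal numbers in spermatogonia and -0.57 to 0.32 for unequal ones, and -0.03 to 0.19 for equal numbers in spermatocytes.

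The fits were tested on simulated data with 200 changed features. edgeR recovered 95.5% of them with 1 false call for spermatogonia, 100% with 4 for spermatocytes, 94.5% with 1 for the difference between stages and 100% with 2 for the stages within KO. limma recovered 100% with 1 false call at either group size. The simulated counts had 1 dispersion, 0.05, for all features. The simulated TPM values had log-normal noise of SD 0.3 and no zeros, whereas real copies tested in spermatogonia had a median of 11 reads over the libraries. These rates show that the fits find known changes under such settings, and do not measure the error rates in the real data. Other splits of the libraries were all counted (10 for spermatogonia, 35 for spermatocytes and for the stages within KO), except for the difference between stages, where 100 of 700 regroupings were drawn with seed 77. Matched gene lists were drawn 10000 times, matched on length and mean count, with a flank of 5000 bp around each gene.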

Results

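Polyadenylated RNA was sequenced from germ cells sorted from mouse testes at 2 stages, spermatogonia before meiosis and spermatocytes in meiosis, from animals without the DNA methyltransferase DNMT3C (KO) and from wild-type animals (WT). The 14 libraries fell into 4 groups, with 3 KO and 3 WT libraries of spermatogonia and 4 KO and 4 WT libraries of spermatocytes. KO and WT below stand for the libraries labelled so. The total count per library, in units of 1000000 counts, was 49.3, 47.7 and 46.7 in KO spermatogonia (replicates 1 to 3) and 47.6, 40.6 and 47.4 in WT spermatogonia. In spermatocytes it was 47.2, 45.5, 44.9 and 46.7 in KO (replicates 1 to 4) and 53.3, 49.1, 49.3 and 47.6 in WT. Values of genes and of subfamilies of transposable elements (TE) are CPM values (TMM-scaled counts per 1000000 counts), given as mean ± SD. Fold changes are KO over WT unless stated otherwise, and their tests were two-sided. A gene or subfamily was called changed at a Benjamini-Hochberg adjusted p under 0.01.

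The labels were first set against Dnmt3c itself (ENSMUSG00000082079.2, chromosome 2, 153696652 to 153729907, GRCm38). In spermatogonia its counts were 116, 58 and 67 in KO replicates 1 to 3 and 89, 65 and 53 in WT, a log2 fold change of 0.10 (SE 0.38, edgeR adjusted p 0.9996). Without KO replicate 1 that value was -0.21. In spermatocytes Dnmt3c had 55, 56, 52 and 57 counts in the KO libraries and 28, 11, 19 and 25 in WT, a log2 fold change of 0.77 (SE 0.42, edgeR adjusted p 0.124), and 1.52 (adjusted p 0.00643, with a range over all alternatives of 0.00643 to 0.266) under scaling by library totals, which moves the median of all genes from 0.11 to 0.79. The RNA level of Dnmt3c was therefore not lower in the libraries labelled KO and did not serve to check the labels, at counts of 11 to 116 per library. Each KO library lay above each WT library of its stage in the share of counts from L1 and from ERVK elements.

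The first comparison asked how much of each library came from TEs. In spermatogonia TEs made up 4.28% ± 1.01 of the counts in KO and 3.03% ± 0.654 in WT (SD, n = 3). L1 elements, a family of LINE retrotransposons, made up 1.11% ± 0.312 and 0.418% ± 0.105. ERVK elements, a family of endogenous retroviruses with long terminal repeats, made up 0.818% ± 0.144 and 0.343% ± 0.0338. All 3 KO libraries lay above all WT libraries in each measure, and the two-sided exact permutation p was 0.10, the smallest that 3 against 3 allows. In spermatocytes the shares were 7.64% ± 1.31 in KO and 2.16% ± 0.535 in WT for all TEs (SD, n = 4), 3.91% ± 1.20 and 0.413% ± 0.113 for L1, and 1.11% ± 0.213 and 0.269% ± 0.0844 for ERVK. All 4 KO libraries again lay above all WT libraries, with an exact permutation p of 0.0286 for each measure, the smallest that 4 against 4 allows, and 0.0571 after adjustment over the 6 tests. Replicates 1 and 4 of the spermatocytes were much alike in both genotypes, and averaged to 1 value, an alternative chosen after the data were seen, they leave 3 against 3, where each measure had an exact p of 0.10, the smallest possible. The 95% Wilson interval of a library's share was at most 0.00823 percentage points to either side. The difference for all TEs in spermatogonia, 1.25 percentage points, moved most without KO replicate 2, to 0.675. In spermatocytes it moved most when taken as TE counts per 100 gene counts, from 5.48 percentage points to 6.45 counts.

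**Figure D1:**
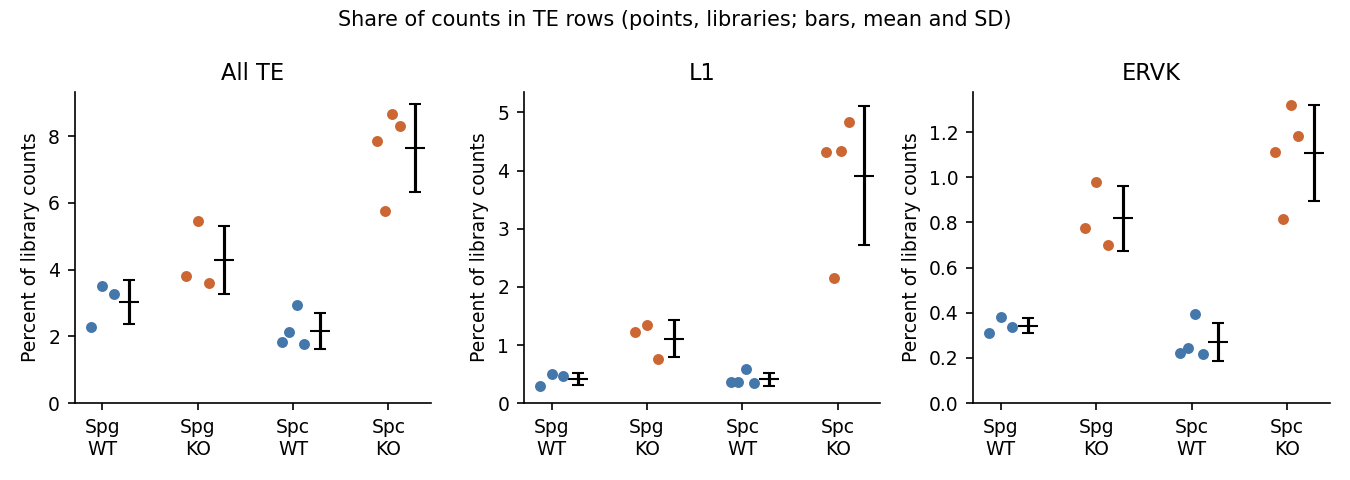
Percent of library counts (y axis) from all TE, L1 and ERVK elements in the 4 groups (x axis, Spg for spermatogonia and Spc for spermatocytes); points are libraries and bars are mean ± SD (n = 3 for Spg, n = 4 for Spc). KO libraries lie above all WT libraries of their stage in each panel, with an L1 mean of 3.91% in KO and 0.413% in WT spermatocytes.

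In spermatogonia, the test of TE subfamilies asked which of them respond to the loss of DNMT3C before meiosis. Of 921 subfamilies tested, 7 were called, and all 7 rose. None of the 7 had overlapping groups, where chance gives 10% for 3 against 3 and 7.71% of all subfamilies tested had none. IAPA_MM-int rose from 0.561 ± 0.237 to 39.4 ± 7.91 CPM (n = 3), a log2 fold change of 6.12 (SE 0.37, edgeR adjusted p 0.00126). L1Md_T rose from 246 ± 22.7 to 4315 ± 1786 (4.13, SE 0.33, adjusted p 0.00352) and L1Md_A from 194 ± 21.9 to 2111 ± 659 (3.44, SE 0.26, adjusted p 0.00278). The other calls were L1Md_Gf with a log2 fold change of 4.64, IAPLTR1_Mm with 3.83, IAPEz-int with 3.66 and RLTR10C with 3.03. All 13 subfamilies of a list of young L1 and ERVK elements were higher in KO, by 0.43 to 6.12, under each of the 4 scalings. Of these, 7 passed over all features and 10 passed when adjusted over the list alone. MMERVK10C-int (2.30, adjusted p 0.0101) and IAPLTR2_Mm (2.61, adjusted p 0.0101) just missed the threshold. L1Md_F, L1Md_F2 and L1Md_F3 had log2 fold changes of 0.91, 0.58 and 0.43 and adjusted p of 0.476, 0.788 and 0.926.

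By number of calls, the count of subfamilies in spermatogonia moved most under DESeq2, which gave 24, of which 20 rose. The replicate number as a block, which pairs the KO and WT libraries, gave 11. Leaving out KO replicate 2 left 4 calls and leaving out WT replicate 1 left 3. IAPLTR1_Mm, IAPEz-int and IAPA_MM-int kept their calls in all 6 fits that left out 1 library. L1Md_T, L1Md_Gf, L1Md_A and RLTR10C lost theirs in at least 2 of the 6, with edgeR adjusted p of at most 0.0209 for L1Md_T and L1Md_Gf (without KO replicate 2), 0.0121 for L1Md_A (without WT replicate 1) and 0.0339 for RLTR10C (without KO replicate 3). IAPLTR2_Mm passed the threshold without WT replicate 2 (2.89, adjusted p 0.00759), and under the block both it (0.00598) and MMERVK10C-int (0.00453) did. Over all alternatives the adjusted p ran from 4.8e-16 to 0.0811 for IAPLTR2_Mm and from 6.5e-15 to 0.0339 for MMERVK10C-int, in each case lowest under DESeq2.

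**Figure D2:**
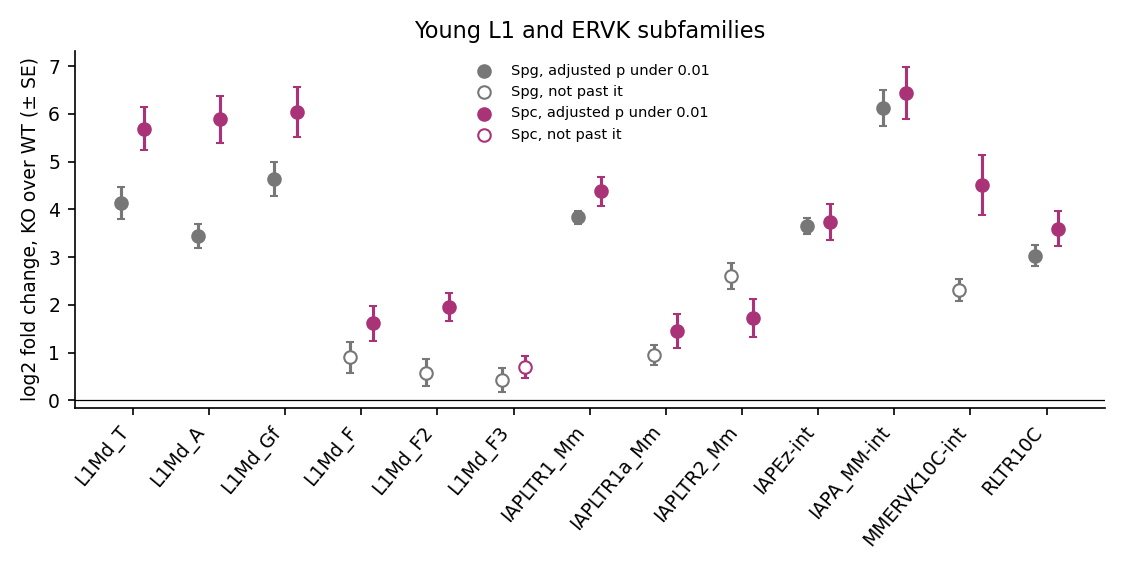
Log2 fold change of KO over WT with SE (y axis) for the 13 listed young L1 and ERVK subfamilies (x axis), in spermatogonia (Spg, grey, n = 3 per genotype) and spermatocytes (Spc, purple, n = 4 per genotype); filled points passed an edgeR adjusted p of 0.01 and open points did not. All values are above 0, from 0.43 to 6.12 in spermatogonia and from 0.69 to 6.44 in spermatocytes.

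For genes in spermatogonia, 9 of 20659 were called, of which 8 rose and 1 fell, and 1509 had an unadjusted p under 0.05. All 9 had groups without overlap, as had 12.1% of all genes tested, where chance gives 10%. Sntb1 (ENSMUSG00000060429.12, chromosome 15, 55636388 to 55906949) rose from 0.305 ± 0.0107 to 9.19 ± 1.95 CPM (n = 3, log2 fold change 4.90, SE 0.33, edgeR adjusted p 0.00245). Pkhd1 was at least 145-fold higher, Clvs1 at least 123-fold and Gc at least 85.2-fold, each against WT libraries with at most 3 counts. Young copies lie in introns of 4 of these genes. Those with most reads were L1Md_T copies with 402 reads in KO and 1 in WT (Sntb1), 549 and 6 (Pkhd1) and 339 and 2 (Gc), and an IAPLTR2_Mm copy with 63 and 0 (Clvs1). Sntb1 and Pkhd1 hold further young copies, some without reads, and in Pkhd1 an antisense copy had 332 reads in KO and 0 in WT. Reads of near-identical copies are shared between them, so these counts do not show that the named copy itself was active. Ky rose by 3.39 on the log2 scale (SE 0.31, adjusted p 0.00655) and had no young L1 or IAP copy in the gene or within 5000 bp. The long noncoding RNA Gm49794 (chromosome 17, 27354111 to 27367492) fell by 10.58 (SE 0.76, adjusted p 0.0026).

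By number of calls, the gene count in spermatogonia moved most under DESeq2, which called 514 genes (136 higher, 378 lower), all 9 of the above among them. With the replicate number as a block it was 108 (27 higher, 81 lower). Without KO replicate 2 no gene was called, with 1545 at an unadjusted p under 0.05. It was 4 without KO replicate 1, 1 without KO replicate 3 or without WT replicate 1, 16 without WT replicate 2 and 18 without WT replicate 3. None of the 6 named genes kept its call in all 6 of these fits, and their edgeR adjusted p rose to at most 0.0691 (Gc, without KO replicate 3). The other values reached were 0.068 for Ky, 0.0365 for Gm49794, and 0.0339 for Pkhd1 and Clvs1, each without KO replicate 3, and 0.0115 for Sntb1 without WT replicate 1. Of the 9 listed regulators (Dnmt3c, Dnmt1, Dnmt3a, Dnmt3b, Dnmt3l, Nrf1, Creb1, Nr0b1 and Rbpj), 0 were called over all genes and 0 when adjusted over the list alone. Their log2 fold changes ran from -0.49 (Dnmt3l) to 0.45 (Nr0b1), with the smallest unadjusted p at 0.334.

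In spermatocytes the same question was asked for meiotic cells. Of 929 TE subfamilies, 239 were called, with 109 higher and 130 lower, and 233 of the 239 had groups without overlap (chance share 2.86% for 4 against 4, 45.7% of all subfamilies tested). The split depended on the scaling. Under library totals 326 were called, with 255 higher and 71 lower, so that the share of higher calls went from 45.6% to 78.2%. The median log2 fold change of all genes was 0.11 under TMM and 0.79 under library totals, and directions of change are relative to it. Among L1 subfamilies 25 were higher and 6 lower (51 and 4 under library totals). Among ERVK subfamilies 44 were higher and 43 lower (80 and 17). In ERV1, 12 were higher and 31 lower (17 and 23), and in ERVL-MaLR 7 were higher and 20 lower, which turned to 22 and 8 under library totals.

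Of the 13 listed subfamilies 12 were called in spermatocytes, 12 when adjusted over the list alone, and all 13 were higher under each of the 4 scalings, by 0.69 to 6.44. L1Md_T rose from 256 ± 95.2 to 13186 ± 5028 CPM (n = 4, log2 fold change 5.69, SE 0.45, edgeR adjusted p 7.2e-06), and L1Md_A from 183 ± 81.7 to 10810 ± 4437 (5.88, SE 0.50, adjusted p 1.0e-05). The largest rises beside these were IAPA_MM-int with 6.44, L1Md_Gf with 6.05 and RLTR30D_RN with 4.74. MMERVK10C-int rose by 4.52, IAPLTR1_Mm by 4.38, IAPEz-int by 3.73 and RLTR10C by 3.60. L1Md_F3 (0.69, adjusted p 0.0201) was the listed subfamily not called, and it was called without KO replicate 2 (0.88, adjusted p 0.00165, range over all alternatives 0.000609 to 0.116). Calls were lost without WT replicate 1 for L1Md_F (1.58, adjusted p 0.0103), IAPLTR1a_Mm (1.444, adjusted p 0.0137) and IAPLTR2_Mm (1.61, adjusted p 0.0114), and with replicates 1 and 4 summed (adjusted p 0.0218, 0.0276 and 0.0121). Among WT libraries replicate 3 was highest, with 304 CPM of L1Md_A against 133 to 161 and 364 CPM of MMERVK10C-int against 71.1 to 74.9. The largest falls were LTR68 with -8.14, LTR102_Mam with -6.87, RLTR20A2B_MM with -5.54, LTR37-int with -4.93 and RLTR41A2 with -4.84. In each of these 5, a single copy held 77.3% to 99.9% of the WT reads. By number of calls, the count of subfamilies moved most at an adjusted p under 0.05, to 395, and DESeq2 gave 387. The largest loss of calls came from an alternative chosen after the data were seen, which summed the much alike replicates 1 and 4 of each genotype and left 116 (38 higher, 78 lower), and without WT replicate 1 it was 154.

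For genes in spermatocytes, 12885 of 21919 were called, with 6145 higher and 6740 lower, and 12655 of the calls had groups without overlap, as had 68.4% of all genes tested (chance share 2.86%). Under library totals 12954 were called, with 8074 higher and 4880 lower, a change of the higher share from 47.7% to 62.3%. Summing replicates 1 and 4 moved the number of calls most, to 8758. Sntb1 was at least 315-fold higher, Tmprss11f at least 67.0-fold and Gm6673, an unprocessed pseudogene, at least 61.9-fold. Slc7a3 rose by 6.05 on the log2 scale (SE 0.46, edgeR adjusted p 6.3e-06) and Alox5 by 5.09 (SE 0.41, adjusted p 8.1e-06). Piwil1 fell from 2398 ± 565 to 12.6 ± 3.36 CPM (n = 4, -7.57, SE 0.35, adjusted p 2.5e-06). The log2 fold change was -6.03 for Fhad1, -7.22 for Lypd10, -7.45 for Cox8c and -9.02 for Ms4a13.

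Of the 9 listed regulators, 5 were called in spermatocytes and 5 when adjusted over the list alone. Dnmt3a rose by 2.84 (SE 0.56, edgeR adjusted p 0.00127), Dnmt3b by 1.97 (SE 0.54, adjusted p 0.00789), Rbpj by 1.38 (SE 0.36, adjusted p 0.00645) and Creb1 by 0.80 (SE 0.21, adjusted p 0.00692), whereas Dnmt3l fell by 2.45 (SE 0.57, adjusted p 0.00333). Nrf1 (0.47, adjusted p 0.106), Nr0b1 (1.66, adjusted p 0.0121), Dnmt1 (-0.06, adjusted p 0.864) and Dnmt3c were not called. The cell type lists, given below, differed between KO and WT spermatocytes by -6.18 (pachytene) to 3.19 (macrophage). For these regulators and the genes above, a change within cells and a different mix of cells therefore cannot be told apart. Dnmt3a kept its call in all 8 fits that left out 1 library. The others lost theirs in some of these fits, with values farthest from the threshold of 1.56 for Dnmt3b (without KO replicate 3, adjusted p 0.0239), -2.35 for Dnmt3l (without KO replicate 2, 0.0122), 0.69 for Creb1 (without WT replicate 1, 0.0324) and 1.16 for Rbpj (without WT replicate 4, 0.0188). Nr0b1 was called without WT replicate 3 (2.03, 0.00521). Under library totals Nrf1 (1.14, 0.00924), Nr0b1 (2.22, 0.00473) and Dnmt3c passed the threshold, and Dnmt3l did not (-1.83, 0.0202), a scaling that moves the median of all genes from 0.11 to 0.79. Over all alternatives the adjusted p ran from 5.4e-05 to 0.0239 for Dnmt3b, 2.2e-05 to 0.0202 for Dnmt3l, 0.000112 to 0.0679 for Creb1, 0.0010 to 0.0291 for Rbpj, 0.00146 to 0.0816 for Nr0b1 and 0.00924 to 0.3004 for Nrf1.

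Whether the response differed between the stages was tested as an interaction over all 14 libraries. The paper took spermatogonia from younger mice by surface markers, and spermatocytes from older mice by DNA content. Age and sorting method therefore differ together with stage, here and in the comparison of stages within KO, and cannot be told apart from it. Of 978 subfamilies, 63 were called, with 16 more increased and 47 more decreased in spermatocytes. Under library totals 45 were called, with 35 and 10, so that the share of more increased went from 25.4% to 77.8%. The median of all genes was 0.20 under TMM and 0.90 under library totals. L1Md_A was the called member of the list (2.38, SE 0.54, edgeR adjusted p 0.0038), and 1 also passed when adjusted over the list alone. It lost its call without KO spermatogonia replicate 3 (2.24, adjusted p 0.0106, range over all alternatives 0.000237 to 0.0106). L1Md_T (1.49, adjusted p 0.03), MMERVK10C-int (2.14, adjusted p 0.028) and L1Md_F2 (1.32, adjusted p 0.0269) were higher without passing the threshold, which L1Md_T passed without KO spermatocyte replicate 2 (1.82, 0.00624), and MMERVK10C-int (3.14, 2.5e-05) and L1Md_F2 (1.56, 0.00675) without WT spermatocyte replicate 3. Over all alternatives the adjusted p ran from 0.00624 to 0.0581 for L1Md_T, 2.5e-05 to 0.0552 for MMERVK10C-int and 0.00654 to 0.0562 for L1Md_F2. IAPEz-int (0.01), IAPA_MM-int (0.27) and IAPLTR2_Mm (-0.95) had adjusted p of 0.996, 0.753 and 0.154. By number of calls, the count moved most at an adjusted p under 0.05, to 159. DESeq2 gave 130, and p adjusted over TE subfamilies alone left 12. It ran from 24 without WT spermatogonia replicate 3 to 97 without WT spermatocyte replicate 3.

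The 5 largest differences in either direction between stages were RLTR30D_RN (3.90, edgeR adjusted p 0.00451), RNERVK23-int (3.62, 0.0013), RLTR10B2 (3.28, 0.00837), RLTR13C3 (3.16, 0.00101) and IAP1-MM_I-int (2.72, 0.00658) upward. Downward they were MER77B (-4.61, 0.000422), LTR37-int (-4.06, 0.000249), LTR68 (-3.51, 0.00898), Lx2A1 (-3.49, 0.00231) and RLTR20A2B_MM (-3.36, 0.00528). The criterion of groups without overlap was not applied to this contrast. Of the 11 named calls of this contrast, 5 were kept in all 14 fits that left out 1 library (RNERVK23-int, RLTR13C3, MER77B, LTR37-int and Lx2A1). The adjusted p rose to 0.0122 for RLTR30D_RN without KO spermatogonia replicate 2, 0.0208 for RLTR10B2 without KO spermatogonia replicate 3, 0.0168 for IAP1-MM_I-int and 0.0187 for RLTR20A2B_MM without KO spermatogonia replicate 2, and 0.0266 for LTR68 without WT spermatogonia replicate 1. Among these, RLTR10B2 (3.36, adjusted p 0.0129) and RLTR30D_RN (3.94, 0.0105) also lost their calls with the replicate number as a block, and LTR68 (-2.78, 0.032) and RLTR20A2B_MM (-2.62, 0.021) under library totals, where the median of all genes was 0.90. LTR68 did so with TMM on genes alone (0.0109) and without a filter (0.0112) as well.

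Spermatocytes were also set against spermatogonia within KO, to ask where the released subfamilies were more abundant. Of 978 subfamilies, 14 were called, all 14 higher in spermatocytes, and 247 had an unadjusted p under 0.05. L1Md_A was at 12285 ± 4991 CPM in spermatocytes (n = 4) and 1783 ± 567 in spermatogonia (n = 3), a log2 difference of 2.78 (SE 0.42, edgeR adjusted p 0.00122). RLTR10B followed with 2.63, LTRIS_Mm with 2.12, L1_Mm with 2.09, RLTR13C3 with 2.05, L1Md_T with 2.04 and L1Md_F3 with 1.37. Of the list 3 were called, 6 when adjusted over the list alone, and 11 were higher, with RLTR10C (-0.48) and IAPLTR2_Mm (-0.37) lower. The median log2 difference was 0.50 over all subfamilies tested and 0.02 over all genes. A value above 0 is therefore not by itself a rise beyond that of other subfamilies. By number of calls, the count moved most under DESeq2, which gave 77. Library totals left 6 calls, L1Md_A, LTRIS_Mm and L1_Mm among them, and the replicate number as a block left L1Md_A and LTRIS_Mm. Leaving out KO spermatogonia replicate 3 left 0, with 110 subfamilies at an unadjusted p under 0.05. In that fit L1Md_A had 2.51 (adjusted p 0.0148), L1Md_T 1.70 (0.0449), L1Md_F3 1.18 (0.0706), RLTR10B 2.47 (0.0422), LTRIS_Mm 1.92 (0.021), L1_Mm 1.79 (0.021) and RLTR13C3 1.93 (0.0677). It was 27 without KO spermatocyte replicate 2.

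Single TE copies were compared on TPM values that sum to 1000000 over TE copies alone, with limma and Benjamini-Hochberg adjustment. In spermatogonia 23 of 252388 copies were called (22 higher, 1 lower), and 13394 had an unadjusted p under 0.05. Of the 22 higher copies 21 were ERVK copies. The copy with the largest rise was an IAPA_MM-int copy on chromosome 8 (102009688 to 102009942, intergenic), at 183 ± 95.4 TPM in KO (n = 3) and listed at 0 in WT (adjusted p 0.00101). A second IAPA_MM-int copy on chromosome 10 (65955532 to 65955786) had 317 ± 128 and 0.664 ± 1.15 TPM (adjusted p 0.00132). These calls depended on the libraries and on the test. In each of the 6 fits that left out 1 library 0 copies were called, with 11776 to 16960 at an unadjusted p under 0.05, and the pair of copies named had adjusted p of up to 0.617 (without KO replicate 2) and 0.653 (without WT replicate 2). The replicate number as a block left 2 calls. An edgeR test of the reads recovered per copy, chosen after the data were seen, moved the number of calls most, to 3976 (3522 higher, 454 lower), all 23 among them. It called 2531 L1 copies higher and 98 lower, and 811 ERVK copies higher and 82 lower. A tested copy had a median of 11 reads over the 6 libraries.

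In spermatocytes 27168 of 241893 copies were called, with 17342 higher and 9826 lower. Of 31934 L1 copies 8116 were higher and 1548 lower, and of 13927 ERVK copies 1631 were higher and 1031 lower. Under scaling by gene counts these were 8504 and 1376, and 1753 and 935. An RLTR10B2 copy on chromosome 8 (40144594 to 40144924, intergenic) had 393 ± 219 TPM in KO (n = 4, limma adjusted p 2.4e-05) and was listed at 0 in WT. The IAPA_MM-int copy on chromosome 8 named for spermatogonia had 197 ± 98.7 TPM in KO and was listed at 0 in WT (adjusted p 4.6e-05). By number of calls, the count moved most at an adjusted p under 0.05, to 44753. Leaving out WT replicate 1 left 15359, and without WT replicate 4 it was 15575. The replicate number as a block left 9601, with 4716 higher and 4885 lower, so the excess of higher copies was not kept under it. Reads of near-identical copies were shared between them by the authors' counting, so the assignment to a single copy is uncertain.

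Lists of genes for 9 cell types, fixed beforehand, were compared as the mean log2 CPM of the list in each library, to describe the cells in each sort. In spermatogonia the pachytene list was at 2.08 ± 0.109 in KO and 4.02 ± 1.40 in WT (SD, n = 3), with WT replicate 2 highest at 5.55 (difference -1.94, two-sided exact permutation p 0.10, adjusted 0.20). The difference ran from -2.54 to -1.17 across the comparisons that left out 1 library, and was -1.17 without WT replicate 2. The other 8 lists differed by -0.13 (peritubular) to 0.28 (erythroid), with exact p of 0.60 to 0.80. In between were early meiotic (-0.12), macrophage (-0.10), spermatid (-0.01), spermatogonia (0.09), Leydig (0.19) and Sertoli (0.20). Within the 3 pairs of equal replicate number, a test chosen after the data were seen, the pachytene and early meiotic lists were lower in KO in each pair and the Leydig and erythroid lists higher (two-sided exact sign-flip p 0.25, the smallest that 3 pairs allow). The other 5 lists went both ways. In spermatocytes the pachytene list (-6.18) and the spermatid list (-5.36) were lower in KO. The spermatogonia (2.58), early meiotic (1.65), Leydig (2.35), peritubular (3.12) and macrophage (3.19) lists were higher, each of these 7 with an exact permutation p of 0.0286 (n = 4), the smallest possible, and 0.0735 after adjustment over 18 tests. With replicates 1 and 4 averaged to 1 value the exact p of each of the 7 was 0.10, the smallest that 3 against 3 allows, at differences of -6.09 (pachytene) to 3.07 (macrophage). Sertoli (1.62, exact p 0.0571) and erythroid (0.49, exact p 0.371) were the remaining lists. Dcn of the peritubular list was at 887 ± 702 CPM in KO and 13.5 ± 1.79 in WT spermatocytes.

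**Figure D3:**
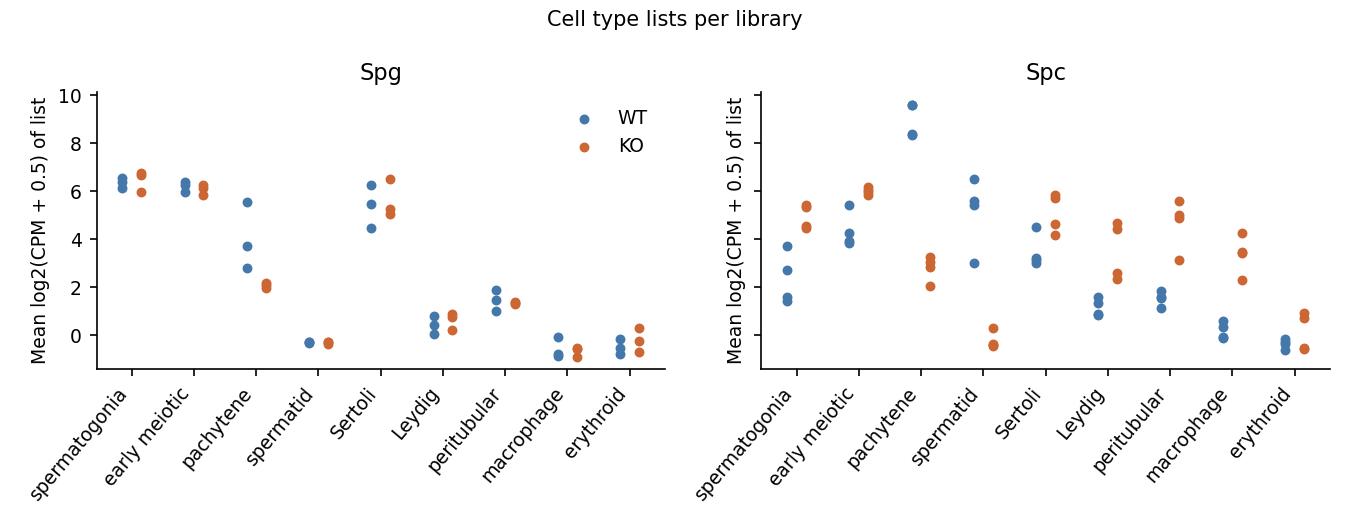
Mean log2 CPM of each of the 9 cell type lists (y axis, with a pseudocount of 0.5; lists along the x axis) in spermatogonia (Spg) and spermatocytes (Spc); points are libraries, WT blue and KO orange (n = 3 per genotype for Spg, n = 4 for Spc). The pachytene list in spermatocytes has a mean of 2.80 in KO and 8.98 in WT.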

Values the study reported

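The study called genes and transposable element subfamilies differentially expressed at an adjusted p-value under 0.01. One replicate of spermatogonia per genotype was excluded by the authors because its RNA integrity number was below 8.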

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

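All tests in this part were chosen after the results were seen, except those of single copies inside genes and of read-through from neighbouring genes. Each single value of a library was compared with the others of its group by Dixon's ratio, the gap to the nearest library over the range of the group, in the groups of 4. Of 112 such tests 13 passed the 95% limit, where chance gives 5.6, and 7 of the 13 concern a single library.

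In WT spermatocytes replicate 3 lay above the other 3 libraries in 7 values: the L1 share of counts (ratio 0.929, at 0.581% against 0.348% to 0.365%), the ERVK share (0.848), L1Md_A (0.838), IAPLTR2_Mm (0.850), MMERVK10C-int (0.987), Zbtb16 (0.892) and the Sertoli list (0.865). Depth argues against itself as the cause, since the library's total of 49.3318 (in units of 1000000 counts) lies between the 47.6 and 53.3 of the others. The spermatogonial and early meiotic lists were both higher in this library than in any other WT spermatocyte library, by at least 1.02 in log2. Other cells in that sort, such as earlier germ cells, are therefore a candidate explanation. Earlier germ cells do not by themselves account for the Sertoli list. Nor do they account for the spermatid list, which was also highest in this library (6.51 against 2.99 to 5.59). The explanation by other cells was tested on the libraries that gave rise to it and stays a hypothesis. A difference between the animals stays open and untested. Without this library 279 TE subfamilies were called in spermatocytes in place of 239, and 97 differed between stages in place of 63.

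In KO spermatocytes replicate 3 was highest for Prm2 (ratio 1.0, with 79 counts against 0 in each of the others), Zbtb16 (0.959) and the spermatid list (0.871). In WT spermatocytes replicate 2 was highest for RLTR20A2B_MM (0.879, 73.8 CPM against 51.6 to 54.3), and for Sntb1 and Gm6673 (1.0 each), where it held at most 2 counts and the others 0, so that the last pair of ratios reflects counts at the floor. No technical or biological explanation was tested for these 6 values.

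The effect of genotype differed between spermatogonia and spermatocytes for 63 TE subfamilies, by a test of the difference itself. Of 100 regroupings, 3 gave as many calls, the real one included, and the other two (151 and 143 calls) kept the real grouping of the spermatocytes and changed that of the spermatogonia. Among the 19 regroupings that kept the much alike spermatocyte replicates 1 and 4 together these were also 3, and 19 are too few for a share under 0.05, so a genotype effect and chance cannot be told apart by this test if the replicates are not independent. The other regroupings drawn, which changed the groups of spermatocytes, gave 0 calls. No further regrouping of spermatogonia alone was drawn, and the pair drawn did not lower the count. Leaving out 1 library of spermatogonia moved the count to between 24 and 76, and 1 of spermatocytes to between 37 and 97. The count therefore depends on the libraries of both stages. The log2 difference was 2.38 for L1Md_A, 3.90 for RLTR30D_RN, 3.62 for RNERVK23-int, 3.28 for RLTR10B2, 3.16 for RLTR13C3 and 2.72 for IAP1-MM_I-int. It was -4.61 for MER77B, -4.06 for LTR37-int, -3.51 for LTR68, -3.49 for Lx2A1 and -3.36 for RLTR20A2B_MM. In spermatocytes 1 copy held 96.9% of the WT reads of MER77B, and outside it KO had 107 reads and WT 63. In Lx2A1 the copy with most WT reads held 23.2%. The split of the 63 into 16 upward and 47 downward depends on the scaling and was 35 and 10 of 45 under library totals.

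For the falls, the subfamilies were traced to their copies. In the 5 largest falls in spermatocytes (LTR68, LTR102_Mam, RLTR20A2B_MM, LTR37-int and RLTR41A2) 1 copy held 77.3% to 99.9% of the WT reads. Outside that copy, LTR68 had 22 reads in KO and 6 in WT, RLTR20A2B_MM 268 and 329, LTR37-int 253 and 113 and RLTR41A2 566 and 520, so that in these 4 the fall was that of 1 copy. In LTR102_Mam the reads outside it fell as well, from 2448 in WT to 126 in KO, and a second copy 818 bp away held 21.5% of the WT reads. In 0 of the 5 did that copy lie inside a gene that fell, which argues against reads of single copies inside genes that fall, a test that asks for over 50% of the reads in such a copy. By the same test, reads of single copies inside genes that rise were found in 0 of the 5 largest rises. The copy with most KO reads held 68.1% of them in RLTR30D_RN and lay outside genes. A second copy 146 bp away held 30.5%, together 98.5%, so this rise was that of 1 place in the genome. In IAPA_MM-int the copy with most KO reads held 25.1% and a second copy 21.2%, together 46.3% of the KO reads. It held 3.15% in L1Md_Gf, 0.559% in L1Md_A and 0.283% in L1Md_T, so that in these L1 subfamilies the reads were spread over many copies. The L1Md_A copy overlapped an exon of Gm28439, which was called higher. Read-through from a neighbouring gene that falls had such a gene within 10 kb upstream in 2 of the 5 (LTR68 and RLTR41A2), where 30.7% of all genes were called lower. It may add to this pair, and no such gene was annotated for the other 3, which argues against it for the set. The paper reports an arrest at pachytene in KO and a later stage in the WT sort. For the TE families higher in WT spermatocytes it gives this difference in germ cells as the likely reason. That the copies traced here are active in pachytene and later cells was not tested and stays a hypothesis. The spermatid list was at -0.23 in KO and 5.13 in WT spermatocytes. The pachytene list differed by -6.18 in KO spermatocytes (two-sided exact permutation p 0.0286, n = 4, and 0.10 with replicates 1 and 4 averaged to 1 value).

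For L1Md_A, the level in the lowest KO spermatocyte library was 2.26 times that in the highest KO spermatogonia library (2.32 under library totals). Spermatogonial cells at the level of the KO spermatogonia sort cannot raise the level above it, which argues against such cells as the whole cause of the rise. Spermatogonial cells within the spermatocyte sort come from older mice and another sorting method. Their own level was not measured, so they are not excluded. The call of L1Md_A between the stages within KO was lost without KO spermatogonia replicate 1 and without replicate 3. Without replicate 3 the log2 difference was 2.51 (edgeR adjusted p 0.0148, the higher of these fits). The call of L1Md_A for the difference of the genotype effect was also lost without replicate 3 (2.24, adjusted p 0.0106, range over all alternatives 0.000237 to 0.0106). Stage itself, the age and sorting method that differ with it, and somatic cells among the KO spermatocytes stay open.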

How the results depend on the processing

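Alternatives chosen after the data were seen are spermatocyte replicates 1 and 4 summed, averaged or as 1 level of a block, copies scaled by gene counts, edgeR on reads recovered per copy, and those of the cell type lists. Where nothing else is said, the cause was not tested.

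In spermatogonia the count of called TE subfamilies (7) was 24 under DESeq2 (20 higher, 4 lower), 13 without a filter, 11 with the replicate block, 12 at an adjusted p under 0.05 and 12 with p adjusted over TE subfamilies alone. It ran from 3 to 7 across the 6 fits that each left out 1 library (3 without WT replicate 1, 4 without KO replicate 2). The count of genes (9) was 514 under DESeq2 (136 higher, 378 lower), 144 without a filter, 108 with the replicate block and 56 at an adjusted p under 0.05, and ran from 0 (without KO replicate 2, with 1545 at an unadjusted p under 0.05) to 18 (without WT replicate 3). A looser threshold adds calls by construction.

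In spermatocytes the count of TE subfamilies (239) was 387 under DESeq2, 395 at an adjusted p under 0.05 and 116 with replicates 1 and 4 summed, which leaves 3 libraries per genotype. It ran from 154 (without WT replicate 1) to 279 (without WT replicate 3), and the block gave 190. The count of genes (12885) stayed within 1.5 times under every alternative tried, from 8758 with replicates 1 and 4 summed to 15916 at an adjusted p under 0.05, and from 10738 to 14117 across the 8 fits without 1 library. The block gave 11439.

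The count of subfamilies that differed between stages (63) was 130 under DESeq2, 159 at an adjusted p under 0.05 and 12 with p adjusted over TE subfamilies alone, and ran from 24 (without WT spermatogonia replicate 3) to 97 (without WT spermatocyte replicate 3). Under library totals 26 of the 63 calls were kept. The count for KO spermatocytes against KO spermatogonia (14) was 77 under DESeq2, 6 under library totals, 9 without a filter, 2 with the replicate block, 65 at an adjusted p under 0.05 and 3 with p adjusted over TE subfamilies alone. It ran from 0 (without KO spermatogonia replicate 3, with 110 at an unadjusted p under 0.05) to 27 (without KO spermatocyte replicate 2). The 6 and the 2 are all among the 14.

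The count of single copies in spermatogonia (23) was 207 with a pseudocount of 1, 3 with 0.01, 366 with a mean TPM of at least 0.1, 5 with at least 1, 95 at an adjusted p under 0.05, 0 without the trend (14922 at an unadjusted p under 0.05), 2 with the replicate block and 3976 with edgeR on reads recovered. It was 0 in all 6 fits without 1 library, with 11776 to 16960 at an unadjusted p under 0.05. In spermatocytes the count (27168) was 44753 at an adjusted p under 0.05 and 9601 with the replicate block, and ran from 15359 (without WT replicate 1) to 31644 (without KO replicate 2).

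The differences in TE share kept their direction under every alternative tried. In spermatocytes they ran from 5.14 to 6.11 percentage points for all TEs, 3.19 to 4.08 for L1 and 0.767 to 0.936 for ERVK across the 8 comparisons without 1 library, where the exact p was 0.0571 in each, the smallest that 3 against 4 libraries allow when the two-sided p is the smaller one-sided p doubled, as here. With replicates 1 and 4 averaged, where 3 against 3 cannot reach an exact p under 0.05, they were 5.2151, 3.2532 and 0.8078 (exact p 0.10 each). In spermatogonia they ran from 0.675 to 1.59, 0.576 to 0.870 and 0.395 to 0.535, and for all TEs the difference was 0.675 without KO replicate 2.

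Some values of single features and lists changed sign. Rbpj in spermatogonia (-0.01) was 0.0172 under library totals, 0.0001 without a filter and 0.0024 with the block, where the median of all genes was 0.0481, 0.0337 and 0.0235. Dnmt1 in spermatocytes (-0.06) was 0.6822 under library totals, 0.0093 with a mean count of at least 50 and 0.0758 with replicates 1 and 4 summed, where the median of all genes was 0.7945, 0.0661 and 0.0955. Both genes stayed below that median in each of these fits, so relative to it neither turned higher. IAPEz-int between stages (0.01) was -0.0189 under DESeq2 and under DESeq2 size factors. Across the fits without 1 library the log2 values that changed sign ran from -0.2129 to 0.2901 for Dnmt3c, -0.1295 to 0.1344 for Dnmt1, -0.0692 to 0.1301 for Dnmt3a, -0.0399 to 0.2131 for Dnmt3b, -0.1185 to 0.0775 for Creb1, -0.1421 to 1.0611 for Nr0b1 (0.45 with all libraries) and -0.0867 to 0.1066 for Rbpj in spermatogonia. They ran from -0.2482 to 0.1070 for Dnmt1 in spermatocytes, and between stages from -0.0891 to 0.5614 for IAPA_MM-int and -0.1686 to 0.3130 for IAPEz-int. Of the cell type lists 6 changed sign in these comparisons of spermatogonia, within the spread between libraries: Sertoli (-0.26 to 0.63), early meiotic (-0.23 to 0.01), macrophage (-0.25 to 0.15), peritubular (-0.34 to 0.10), spermatid (-0.03 to 0.01) and spermatogonia (-0.06 to 0.33).

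Of 2289 comparisons of 143 values of single features and lists with an alternative, 1991 kept their direction and side of the threshold or, for the lists, moved by less than their spread, 226 lost the threshold, 41 gained it, 30 of single features changed sign and 1 moved beyond its spread (the early meiotic list in spermatocytes, 1.65 against 2.30 under library totals, which move the median of all genes from 0.11 to 0.79, so that the move is that of the scaling and not of the list). Of the losses 180 came from leaving out 1 library and 14 from the replicate block. A tested copy had a median of 11 reads over the spermatogonia libraries and 14 over the spermatocyte libraries. Called copies had a median of 2657 and 61 reads, and those called by edgeR on reads recovered 176 and 99, and the cause of the lower count in spermatogonia was not tested.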

Other observations

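The tests of young copies in genes, of exon overlap and of X-linked genes were chosen before their results were seen. The other tests made for this part were chosen after. The exact permutation tests of the cell type lists, restated here, were fixed beforehand. KO and WT stand for the libraries labelled so, since Dnmt3c RNA could not check the labels.

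Other splits of the same libraries were run for each count. In spermatogonia 1 of 10 splits, the real one, gave as many TE subfamilies and 1 of 10 as many genes, with 0 calls in each other split, among them the 3 others that part all pairs of equal replicate number. A design of 3 against 3 cannot give a share under 0.1, so these results and chance cannot be told apart by this test alone. For single copies in spermatogonia 5 of 10 splits gave at least 23 calls (at most 97 in another split), and 2 of the 3 others that part all pairs did, so this count carries no evidence of a genotype effect by itself. With edgeR on reads recovered 1 of 10 splits gave as many, with at most 103 calls in another split and at most 24 in those that part all pairs. In spermatocytes 1 of 35 splits gave as many TE subfamilies, 1 of 35 as many genes (0 calls in each other split) and 1 of 35 as many single copies (at most 724 in another). For KO spermatocytes against KO spermatogonia 1 of 35 did, with at most 2 calls in another split. Whether spermatocyte replicates 1 and 4 are independent is open, and the splits that keep them together, 7 for KO against WT and 15 for the stages, are too few for a share under 0.05 (1 of 7 and 1 of 15 gave as many), so here too a real difference and chance cannot be told apart by this test alone.

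The genes lower in KO spermatogonia followed the genes lower in KO spermatocytes. Of the 200 genes with the largest fall in spermatocytes 100% were lower in KO spermatogonia, with a median log2 fold change of -6.19, where 45.9% of all genes were lower. Of the 81 genes lower under the replicate block 81 were called lower in spermatocytes, and 375 of the 378 lower under DESeq2. Fewer pachytene cells among the sorted KO spermatogonia may therefore account for these falls. The pachytene list was at 2.08 ± 0.109 in KO and 4.02 ± 1.40 in WT spermatogonia (two-sided exact permutation p 0.10, n = 3), led by WT replicate 2 at 5.55, without which the difference of -1.94 was -1.17 (-2.54 to -1.17 across the comparisons that left out 1 library), and its most abundant gene Hspa2 was at 83.0 ± 4.93 and 371 ± 299 CPM. Of its 12 genes 10 reach 1 CPM in WT spermatogonia and 0 are in another list. This rests on the same libraries and is a hypothesis.

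Genes higher in KO spermatogonia often held a young L1 or IAP copy. Of 41 genes higher at an adjusted p under 0.05, 78.05% (32) had such a copy inside the gene or within 5000 bp, against a median of 29.3% in lists matched on length and mean count (95% of them between 19.5% and 41.5%, one-sided permutation p 0.0001, the smallest they can give). With copies of at least 2000 bp it was 61.0% against 12.2%. In 17.07% (7) a copy overlapped an exon, and 25 had a copy but no such overlap, which argues against reads of the copy itself counted to an exon as the cause for the whole set. Transcription that starts in or runs through the copy is a candidate explanation that the counts per gene leave open. Among the 15 genes lower at an adjusted p under 0.05 the share (3 genes) was 20% against 13.3% (one-sided permutation p 0.374), and 0% for the longer copies. Among the 378 genes lower under DESeq2 it was raised, by less (30.2% against 20.4%, one-sided permutation p 0.0001). Whether RNA from somatic cells in the KO sort adds to these genes cannot be told apart with these lists. The median gene rose in 2 of the 4 somatic lists, and the list scores differed by 0.20 (Sertoli), 0.19 (Leydig), -0.13 (peritubular) and -0.10 (macrophage), each less than the larger of the SDs within the groups (two-sided exact permutation p 0.60 to 0.80, n = 3). That comparison leaves out the pairing of equal replicate numbers. Within pairs the Leydig list was higher in KO in all 3, by 0.09 to 0.33 (two-sided exact sign-flip p 0.25, the smallest that 3 pairs allow), and the other 3 somatic lists went both ways. In KO and WT Clu was at 622 ± 429 and 529 ± 319 CPM, Myl9 at 8.87 ± 2.02 and 9.38 ± 4.42 and Csf1r at 0.244 ± 0.120 and 0.510 ± 0.577. Star was at 6.17 ± 0.947 and 4.42 ± 0.334, with each KO library above each WT library. WT spermatogonia reach 1 CPM for 10 of 10 Sertoli, 3 of 8 Leydig, 5 of 6 peritubular and 0 of 7 macrophage genes.

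X-linked genes were higher in KO spermatocytes, with a median log2 fold change of 2.98 against 0.01 for autosomes, and 621 of 912 were called higher and 72 lower. Each gene was also set against its mean in WT spermatogonia. On that log2 scale the X-linked median minus the autosomal one ran from 0.22 to 0.66 in the KO spermatocyte libraries. In WT spermatocytes it ran from -2.90 to -1.53 (the highest in replicate 3). Between KO spermatocytes and KO spermatogonia the X-linked genes differed from autosomes by 0.1368, where the same value was -2.49 in WT, so cells of the KO sort that have not silenced the X chromosome are a candidate explanation. RNA from spermatogonia in that sort is argued against as the whole cause, since the X-linked genes lay 1.2765 above the level of the spermatogonial list on the log2 scale. Somatic cells, which do not silence the X chromosome in this way, remain open. Between KO spermatocytes and KO spermatogonia the medians of the Leydig, peritubular and macrophage lists rose by 4.96, 2.44 and 4.54, whereas that of the Sertoli list was lower (-0.29). In KO and WT spermatocytes Dcn was at 887 and 13.5 CPM, Cyp17a1 at 39.5 and 4.43, Csf1r at 20.6 and 1.17 and Clu at 411 and 151. WT spermatocytes reach 1 CPM for 6 of 8 Leydig, 5 of 6 peritubular, 1 of 7 macrophage and 10 of 10 Sertoli genes.

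Replicates 1 and 4 of the spermatocytes were more alike than any other pair in both genotypes. The mean chi-square per feature was 13.149 between the KO pair and 17.3 between the WT pair, against 152 to 336 for the other pairs, and values near 1 would be needed if one library had been deposited under both numbers, which argues against that. Whether the libraries share an animal, a sort or a preparation is not stated in the labels and was not tested. The paper's legend for its spermatocyte comparison gives 3 biological replicates, where 4 libraries per genotype were used here. The number of independent spermatocyte libraries therefore stays open wherever n = 4 is given.

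Among single copies lower in KO spermatocytes, 91.28% as many lower calls were left under scaling by gene counts as under TPM over TE copies alone. The median log2 fold change of copies was 1.39 under TPM and 1.48 under gene counts, so these scalings differed little. The number of lower calls thus depended little on the choice between them. Whether it depends on scaling more widely stays open, since library totals were not run on copies.

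The share of counts from mitochondrial genes was 3.78% to 5.41% in KO spermatocytes and 0.856% to 2.23% in WT, and 2.73% to 3.61% and 2.63% to 3.75% in spermatogonia.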
